A study of Canis lupus familiaris with 21 samples. Its data were reported in "Immuno-oncologic profiling by stage-dependent transcriptome and proteome analyses of spontaneously regressing canine cutaneous histiocytoma" (2024).

How the data were processed

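RNA from formalin-fixed, paraffin-embedded (FFPE) canine cutaneous histiocytoma (CCH) had been hybridized to the nCounter Canine IO Panel, which counts color-coded probes for single RNA molecules without amplification. The 21 libraries formed 4 groups: stage 1 tumor tissue (group 1, n = 5), tumor cell-enriched areas of stage 2 (group 2a, n = 5), lymphocyte-enriched areas of stage 2 (group 2b, n = 6) and lymphocyte-enriched areas of stage 3 (group 3, n = 5). The areas had been chosen under the microscope by their morphology, and no gene measured on the panel was used to choose them. The paper describes that areas of stage 2 were punched out and moved to new paraffin blocks. It does not describe this for stages 1 and 3, so that both stage comparisons may also differ in tissue preparation. Of the group 2b libraries, 2 held RNA of 1 dog each, 3 held pools of 4 dogs and 1 held a pool of 3 dogs. A pool averages over dogs, so the spread within group 2b can be smaller than that between single dogs. The tests treated all libraries alike, and p values of comparisons with group 2b can therefore be too small. Breed, age and sex, where the labels gave them, did not match between groups, so the replicate numbers were not read as pairs.

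The deposited values were signal after quality control and normalization in nSolver by the authors, at default settings, and the authors' own tests had used the Advanced Analysis plug-in based on R 3.3.2. The values had 2 decimals and ranged over linear counts, not log2 values. In every library 100% of the values, leaving aside those raised to 1, were whole multiples of 1 step within a tolerance of 0.01 counts, so that whole counts could be recovered by division. The recovery is less certain for libraries with a step near 1, with few low values or with values raised to 1. The steps, which are the factors by which the authors had multiplied the counts, ran from 0.909 to 1.89. In 4 libraries a total of 18 values had been raised to 1. Recovered counts summed to between 484696 and 1315188 per library (median 982552). A set of 20 reference genes was found from the values: their geometric mean was the same in all libraries, with a standard deviation (SD) between libraries of 1.4e-05 on the log2 scale, where the best of 16400 neighboring sets gave 6.3e-03. The deposited normalization therefore sets these 20 genes equal between libraries. All 16 genes of a list of common reference genes that were on the panel belonged to this set. Of the 800 probes, 750 were matched to the annotation by symbol, 4 by gene identifier and 46 kept the name in the deposited table. No column was left without a group (0 unmapped).

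Each probe was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2 of the value plus 1. All 21 libraries entered with 4 group means. The 3 contrasts were group 2a minus group 1, group 3 minus group 2b and group 2b minus group 2a. Tests were two-sided, p values were adjusted over the 800 probes by the Benjamini-Hochberg method, and a probe was called at an adjusted p of at most 0.05. Values are given as normalized counts, as mean ± SD, and differences as log2 fold changes with their standard error (SE). The median half-width of the 95% confidence interval of a log2 fold change was 0.61 for group 2a against group 1. Counting error is part of this interval. Between replicates of a group the chi-squared per probe of the recovered counts was at least 42.5, so the spread between libraries exceeds counting error.

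Gene lists were tested with camera of limma at a preset correlation of 0.01, adjusted over 27 lists, and beside it with a correlation estimated per list and with fry, which tests whether the genes of a list move on balance in 1 direction. The lists, written from general knowledge, were MHC class I and antigen processing, MHC class II, B7 ligands, CD28 receptors, T cell markers, cytotoxic lymphocytes, B and plasma cells, Langerhans and dendritic cells, dendritic cell maturation, macrophages and monocytes, granulocytes and mast cells, fibroblasts and matrix, endothelium, keratinocytes, proliferation, cell death receptors and effectors, interferon response, cytokines of earlier CCH work, cytokines, chemokines, inhibitory receptors and exhaustion, regulatory T cells, hypoxia and glycolysis, wound healing and coagulation, complement, Toll-like receptors and NF-kappaB, and reference genes. A list score is the mean log2 value of the members of a list in a library. Differences of list scores were tested with two-sided exact permutation tests adjusted over the 27 lists. These score tests, and the list medians under other scalings, were added after the data had been seen. Principal components were computed from centered log2 values of all probes, and the difference in PC1 score was tested with a two-sided permutation test of 100000 resamples. DV200, the percentage of RNA fragments longer than 200 nucleotides, was taken from the labels and compared with exact permutation tests.

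Genes named in the text were picked from those given by a rule. For each comparison these were the 10 called genes with the largest positive and the 10 with the largest negative log2 fold change. Where fewer than 5 genes were called, the called ones were joined by the 10 genes with the smallest p. Members of the B7, CD28 and MHC lists, CDH1, MRC1, AIF1 (in the rule, but not analyzed here), 6 cytokines and up to 4 members of every other list with the smallest p were also named. The text gives only a part of them, picked after the results had been seen, and the others are not reported here. The rule, the lists, the groups and the tests of probes, lists, PC1 and DV200 were fixed before the data were examined.

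The alternatives tried were a fit of only the 2 groups compared, a shift of each library to an equal median, quantile normalization, rescaling to the list of reference genes, pseudocounts of 0.5 and 20, filters that kept probes with a mean of at least 20 (751 of 800) or left out the lowest quartile of mean level, eBayes without a trend or with robust estimation, array weights, the Benjamini-Yekutieli adjustment, a minimum of 2-fold, DV200 as a covariate, the replicate number as a block, each replicate left out in turn, only the 1-dog libraries of group 2b, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered counts with the factors of the authors. After the data had been seen, edgeR with TMM factors, DESeq2 with its own size factors, rescaling to fewer reference genes and subtraction of background were added. Single named genes were followed in 20 alternatives between groups 2a and 1 and in 22 in each other comparison. These include the fits with each replicate left out. Single genes were not followed with the mean filters, no trend, robust estimation, array weights, Benjamini-Yekutieli, the 2-fold minimum, edgeR or DESeq2. Background was the median of 13 genes with little expression outside liver, brain or germ line, a list chosen after the names on the panel had been seen. Per group it was 27.2, 19.9, 13.6 and 13.6 normalized counts in groups 1, 2a, 2b and 3. The fits were tested on simulated data with 200 changed genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.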

Results

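Canine cutaneous histiocytoma (CCH) is a skin tumor of young dogs that arises from Langerhans cells and mostly regresses without treatment, while lymphocytes move from its edge into the tumor. An nCounter panel of 800 probes, 780 for genes of immunology and tumor biology and 20 for reference genes, was measured in 21 FFPE libraries of 3 tumor stages. Tumor cell-rich tissue made up groups 1 (stage 1, n = 5) and 2a (stage 2, n = 5), and lymphocyte-enriched tissue made up groups 2b (stage 2, n = 6) and 3 (stage 3, n = 5). Counts per library ranged from 484696 to 823763 in group 1, from 756981 to 1128309 in group 2a, from 982552 to 1315188 in group 2b and from 945399 to 1253083 in group 3. B2M, the light chain of MHC class I, had the highest count in all 21 libraries and took 14.9% to 24.0% of their counts. The median normalized count of a library was 219 ± 40.8 in group 1 and 213 ± 30.3 in group 2a, against 348 ± 12.4 in group 2b and 341 ± 16.98 in group 3 (SD). DV200, a measure of RNA integrity, averaged 68.5 ± 2.46% in group 1 and 73.7 ± 2.69% in group 2a, a difference of 5.28 percentage points (n = 5 each, exact permutation test, p = 0.0159, 252 splits). It averaged 74.6 ± 1.73% in group 2b (n = 6) and 73.2 ± 2.09% in group 3 (n = 5), a difference of -1.47 points (exact permutation test, p = 0.223, 462 splits). Without group 3 replicate 5, whose DV200 is given differently in another source, it was -0.98 points (exact permutation test, p = 0.419).

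The kind of area, tumor cell-rich or lymphocyte-enriched, separated the libraries along the first principal component. PC1 held 49.5% of the variance and PC2 8.9%. The mean PC1 score of the 11 lymphocyte-enriched libraries lay 31.2 units above that of the 10 tumor cell-rich libraries (permutation p = 1e-05, the smallest that 100000 resamples can give). The lowest score among the former was 10.1 and the highest among the latter was -5.7, so that the 2 kinds of area did not overlap.

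**Figure D1:**
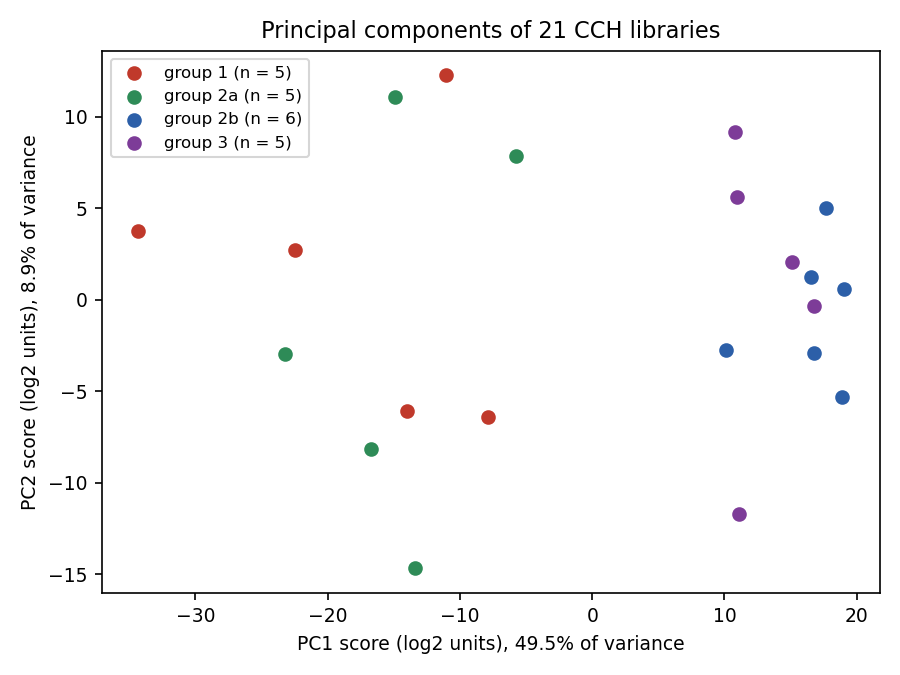
Scores of the 21 libraries on PC1 (49.5% of variance) and PC2 (8.9%), in log2 units, with 1 point per library colored by sample group. The tumor cell-rich groups 1 and 2a lie at PC1 scores of -5.7 or lower, and the lymphocyte-enriched groups 2b and 3 at 10.1 or higher.

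Groups 2b and 2a were compared to describe what sets the lymphocyte-enriched areas of stage 2 apart from the tumor cell-enriched areas of the same stage. The areas were picked to hold different shares of tumor cells and lymphocytes. Higher and lower values can therefore reflect these shares, and a change within a cell type was not tested. The largest log2 fold changes of single genes were in genes of B cells. PAX5, the transcription factor that fixes B cell identity, stood at 643 ± 227 normalized counts in group 2b (n = 6) and 26.5 ± 20.98 in group 2a (n = 5; log2 fold change 4.86, SE 0.66, adjusted p = 2.46e-05). CD4, the coreceptor of helper T cells, stood at 653 ± 118 against 78.4 ± 44.8 (3.16, SE 0.42, adjusted p = 2.05e-05). EOMES, which drives effector CD8 T cells, stood at 2283 ± 372 against 282 ± 135 (3.13, SE 0.49, adjusted p = 7.98e-05). In the other direction, FLT3, a growth factor receptor of dendritic cell precursors, was at 349 ± 107 in group 2b and 1936 ± 1058 in group 2a (-2.36, SE 0.35, adjusted p = 4.48e-05).

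Of the 800 probes, 310 were called between groups 2b and 2a, 258 higher and 52 lower in group 2b (83.2% higher), and 365 had an unadjusted p under 0.05 where 40 would be expected by chance. This split rests on the reference genes being equal in both kinds of area, since the deposited scale sets them equal. The median log2 fold change of all probes was 0.23. After a shift of each library to an equal median it was -0.48 and 111 of 417 called probes were higher (26.6%). After quantile normalization 138 of 327 were higher (42.2%, median -0.18), with TMM factors 148 of 342 (43.3%, -0.20) and with the size factors of DESeq2 170 of 353 (48.2%, -0.14). The last 2 scalings were chosen after the data had been seen. Of the 310 called probes, 165 were also called after the median shift, 188 after quantile normalization, 200 with TMM factors and 222 with the size factors of DESeq2.

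T cell markers, cytotoxic lymphocyte genes and B and plasma cell genes had the highest medians of the 27 lists, at 2.26 (18 genes), 1.76 (18 genes) and 2.09 (22 genes). The counts of members called over all probes were 17, 15 and 15, all higher in group 2b, and the counts adjusted over the list alone were also 17, 15 and 15. Camera called these 3 lists (adjusted p = 3.13e-05, 0.00902 and 8.03e-05) and the proliferation list, which was lower (median -0.57, 7 of 7 genes negative, adjusted p = 0.00114, with 2 members called over all probes and 5 adjusted over the list alone). None of the 4 was called with an estimated correlation (adjusted p = 0.812 with an estimated correlation for each), whereas fry, which does not compare a list with other genes, called 20 lists. Without group 2a replicate 3 the cytotoxic list was not called, which left 3 lists. By list score, T cell markers were 2.23 higher in group 2b, B and plasma cells 2.13 and cytotoxic lymphocytes 1.68, and proliferation fell by 0.58 (exact permutation tests, adjusted p = 0.0045, 0.0045, 0.00649 and 0.00649). CD28 receptors were 1.67 higher (exact permutation test, adjusted p = 0.0045). These 5 score differences kept their direction and an adjusted p of at most 0.05 after the median shift, at 1.52, 1.41, 0.96, -1.29 and 0.95, and after quantile normalization, at 1.69, 1.6, 1.11, -1.11 and 1.04.

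Among single B cell genes, MS4A1, which encodes CD20, was at 691 ± 274 in group 2b and 33.5 ± 22.1 in group 2a (4.43), and CD79B of the B cell receptor was 4.40 higher on the log2 scale. CR2, the complement receptor of mature and follicular B cells, was 4.2 higher. IGHM, the heavy chain of IgM, was at 7808 ± 3200.1 against 447 ± 289 (4.31), and CXCL13, the chemokine that draws B cells into follicles, at 7329 ± 3576 against 339 ± 156 (4.38, SE 0.95, adjusted p = 0.00121). T cell surface genes CD5 (2.4) and CD6 (2.79), both of which tune T cell receptor signals, were higher, as was GZMK, a granzyme of memory-like CD8 T cells, at 8359 ± 2312 against 1167 ± 823 (3.07). KLRK1, the activating receptor NKG2D, was 1.50 higher and IFNG, the interferon of T and NK cells, 1.51 higher. TRGC8, a constant gene of the gamma T cell receptor, was at 55.5 ± 58.9 in group 2b, while at 1.11 ± 0.117 in group 2a it was near the deposited floor of 1, so no fold is given. Each of these called genes kept its direction after the median shift and after quantile normalization, but the call of IFNG was lost in 12 of 22 alternatives (0.79 after the median shift) and that of TRGC8 in 6.

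Further genes were lower in lymphocyte-enriched areas. CCR6, the receptor that guides Langerhans cells to the epidermis, was at 345 ± 48.8 in group 2b and 1237 ± 312 in group 2a (-1.82, SE 0.34, adjusted p = 3.31e-04). SERPINB2, an inhibitor of plasminogen activators, was lower by more, at 80.7 ± 19.5 against 866 ± 537 (-3.14), and TNFSF11, the ligand RANKL, fell by 2.27. LIF, a cytokine of the interleukin 6 family, fell by 1.94, and NF1, a brake on RAS signaling, by 1.66. KLRG1, an inhibitory lectin receptor that binds cadherins, fell by 1.76, IL1RL1, the interleukin 33 receptor, by 1.81, and the fractalkine receptor CX3CR1 by 1.51. FABP7, a fatty acid binding protein, was at 78.0 ± 65.3 in group 2a and 3.04 ± 4.65 in group 2b, where it lay below the background of 13.6. Of the proliferation genes, TYMS of nucleotide synthesis fell by 0.70, to 435 ± 74.4 from 744 ± 299.9 (adjusted p = 0.032). All of these genes kept their sign after the median shift and after quantile normalization, but the calls of IL1RL1 and TYMS were lost in 9 and 6 of 22 alternatives. The Langerhans and dendritic cell list as a whole had 4 members higher and 2 lower, with a median of -0.02 and a mean of 0.17 on the deposited scale. After the median shift it had 3 higher and 5 lower with a median of -0.73 (score difference -0.54, exact permutation test, adjusted p = 0.0372), and after quantile normalization 4 and 3 with a median of -0.46 (-0.29, adjusted p = 0.154).

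Ligands of the B7 family and receptors of the CD28 family, which set whether a T cell is activated or restrained, were measured in all groups. CD86 was lower in the lymphocyte-enriched area, at 2594 ± 662 in group 2b against 4701 ± 1729 in group 2a (-0.83, SE 0.23, adjusted p = 0.0079). The inhibitory ligands went the other way. PDCD1LG2 (PD-L2) was at 1073 ± 287 against 242 ± 121 (2.27, SE 0.39, adjusted p = 1.81e-04) and CD274 (PD-L1) at 612 ± 265 against 188 ± 56.3 (1.67, SE 0.33, adjusted p = 5.23e-04). CD276 (B7-H3) was 0.99 higher, but only 0.28 after the median shift or quantile normalization, where it was not called (adjusted p = 0.34 and 0.365). CD80 (0.40, adjusted p = 0.223) and ICOSLG (-0.05, adjusted p = 0.909) were not called, and the sign of CD80 turned under 2 alternatives and that of ICOSLG under 4. After the median shift ICOSLG was called lower (-0.76, adjusted p = 0.0439). All 4 receptors were higher in group 2b: CD28 at 564 ± 155 against 123 ± 39.3 (2.20), ICOS at 1564 ± 643 against 441 ± 312 (1.92), CTLA4 at 929 ± 379 against 344 ± 127 (1.39) and PDCD1 (PD-1) at 266 ± 50.5 against 121 ± 33.2 (1.16, adjusted p = 0.0298). All 4 kept their sign, but the call of PDCD1 was lost in 11 of 22 alternatives, that of ICOS in 9, that of CTLA4 in 3 and that of CD28 in 1, and after the median shift and after quantile normalization only CD28 was called (1.48 and 1.53).

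**Figure D2:**
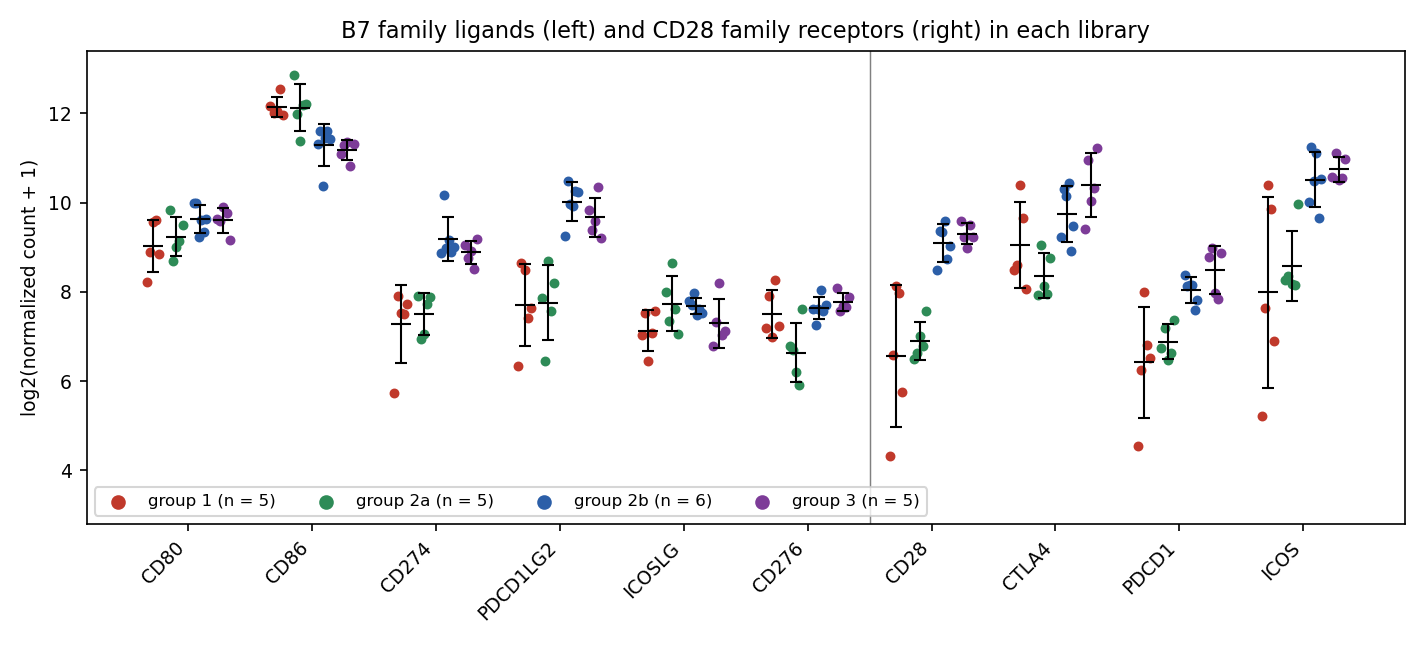
Log2 of the normalized count plus 1 of 6 B7 ligands (left of the line) and 4 CD28 receptors (right), with 1 point per library and the mean ± SD of the log2 values per group. CD86 is lower and CD274, PDCD1LG2 and the 4 receptors are higher in group 2b than in group 2a, in each case with the same sign after a shift to equal library medians and after quantile normalization.

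Interferon, antigen presentation, chemokine and both cytokine lists were higher in group 2b on the deposited scale by exact tests of their scores, and none of these scores passed after the median shift (after quantile normalization 2 did, chemokines at 0.38 and cytokines of earlier CCH work at 0.56, with exact permutation tests and an adjusted p of 0.0292 and 0.0234). Genes called higher were IRF1, a transcription factor of the interferon response (1.47), IDO1, the tryptophan-degrading enzyme that interferon induces (3186 ± 2458 against 469 ± 252), NLRC5, the activator of MHC class I genes (1.35), the peptide transporter TAP1 (0.94), DLA-64 of MHC class I (1.12) and DLA-DOB, a class II chain found in B cells (2.66). DLA88, the main classical class I gene, was at 19041 ± 3276 against 7896 ± 4966 and was not called (2.66, SE 1.05, adjusted p = 0.0516). Most of this fold comes from group 2a replicate 3, at 4.82 on the log2 scale where the nearest other library had 12.61, and without it the gene was called at 0.97 (adjusted p = 0.00359; 7 of 22 alternatives called it). NOS2, the inducible nitric oxide synthase, was 2.28 higher, TNF 1.20 higher, and C3, the central complement component, was at 3536 ± 573 against 669 ± 761 (2.93). The growth factor IL2 was called at 0.48 on the deposited scale and reversed to -0.23 after the median shift and -0.20 after quantile normalization. List medians of interferon response (0.72, 8 of 17 called higher), MHC class I and antigen processing (0.74, 5 of 11), MHC class II (0.21, 2 of 10), cytokines (0.39, 12 of 33 higher and 1 lower), chemokines (0.53, 10 of 27), Toll-like receptors and NF-kappaB (0.26, 8 of 27 higher and 1 lower) and cell death genes (0.39, 3 of 10) became 0.00, 0.03, -0.51, -0.32, -0.18, -0.45 and -0.33 after the median shift, a shift of 0.71 in the median of all probes.

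The other lists had the following medians between groups 2b and 2a, and camera called none of them. CD28 receptors were at 1.66 (4 of 4 called higher), inhibitory receptors and exhaustion at 1.15 (7 of 14 higher, 2 lower), cytokines of earlier CCH work at 1.12 (4 of 6 higher), regulatory T cells at 1.11 (4 of 7 higher) and macrophages and monocytes at 0.96 (11 of 18 higher). These 5 medians stayed above 0 after the median shift, at 0.94, 0.43, 0.40, 0.40 and 0.25. The inhibitory receptor list then had 4 members called higher and 5 lower, and its score difference was -0.09 (exact permutation test, adjusted p = 0.518). Hypoxia and glycolysis stood at 0.73 (2 of 3 higher; 0.02 after the shift). B7 ligands were at 0.70 (3 of 6 higher, 1 lower), dendritic cell maturation at 0.58 (6 of 15 higher, 2 lower), complement at 0.39 (7 of 22 higher, 2 lower), fibroblasts and matrix at 0.28 (1 of 6 higher), wound healing and coagulation at 0.13 (2 of 11 higher) and endothelium at 0.04 (1 of 5 higher). Camera ranked wound healing and endothelium down against other probes, and the shift took all 6 below 0, to -0.02, -0.14, -0.33, -0.43, -0.58 and -0.68. Keratinocytes (-0.57, 1 of 5 lower), granulocytes and mast cells (-0.22, adjusted p = 0.196) and reference genes (-0.03, 1 of 16 higher) were negative before and after it.

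**Figure D3:**
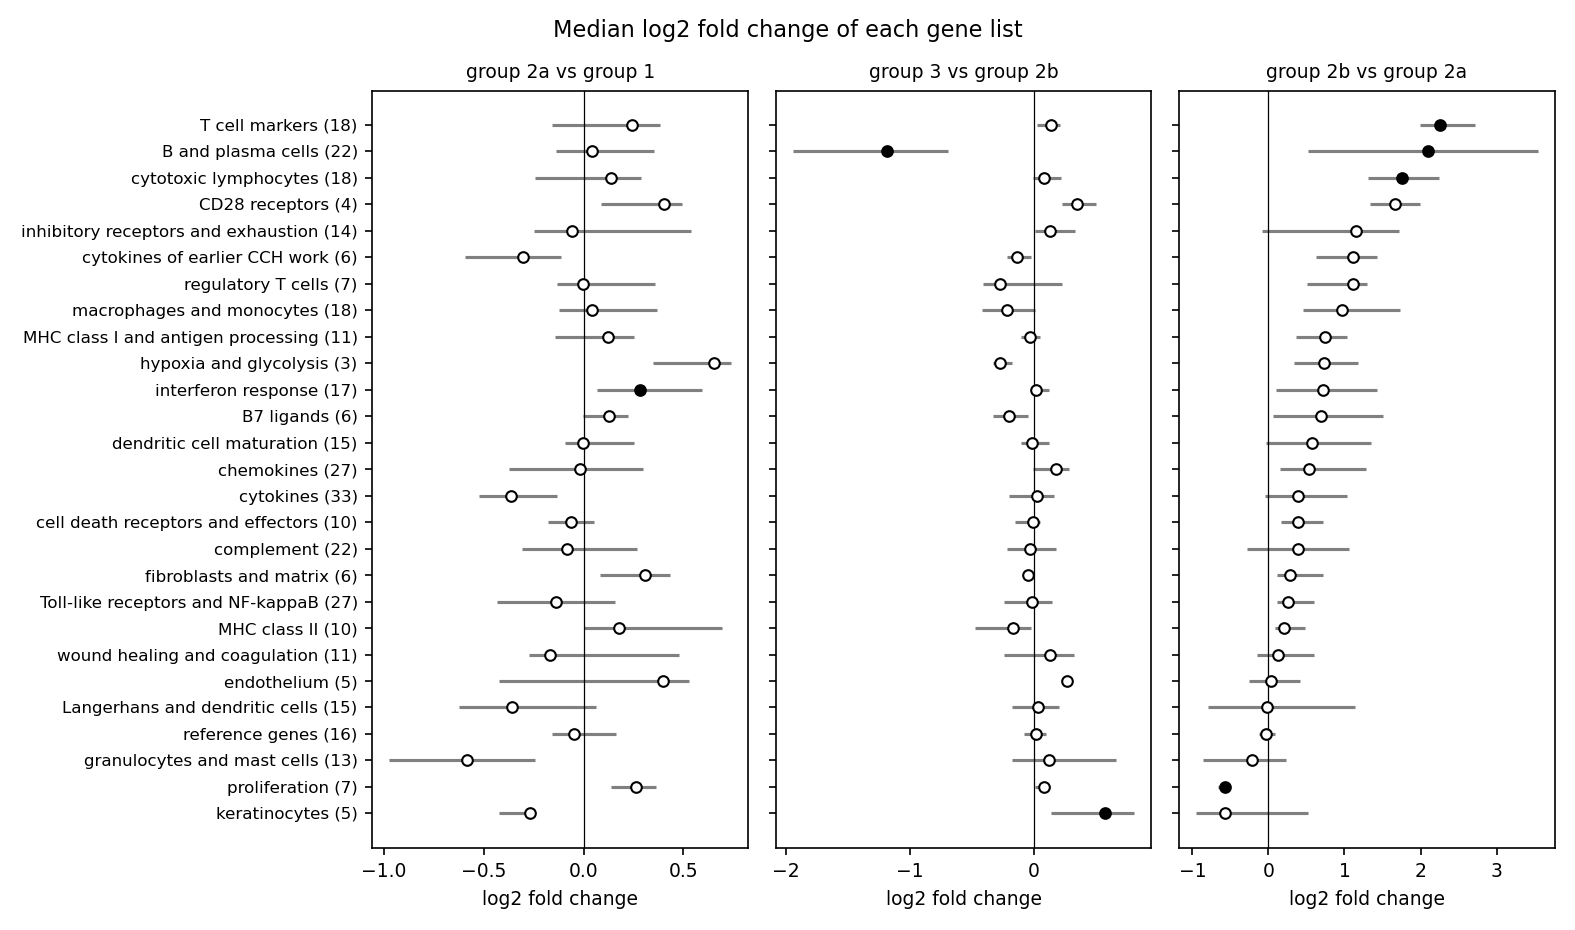
Median log2 fold change of each gene list (circles) with the quartiles of its members (lines) in the 3 comparisons, number of genes in brackets, each panel with its own scale and filled circles where camera gave an adjusted p of at most 0.05. T cell, B cell and cytotoxic lists are higher and proliferation is lower in group 2b than in group 2a on the deposited scale, after a shift to equal library medians and after quantile normalization, while the medians of MHC class II, chemokines, cytokines, complement, fibroblasts, endothelium, wound healing, cell death, B7 ligands, dendritic cell maturation and Toll-like receptors turn negative there after that shift.

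Groups 2a and 1 were compared to ask whether tumor cells change as lymphocytes arrive. Punching into new blocks is described for group 2a and not for group 1, so stage and preparation cannot be told apart. Only 1 probe was called, and several others lay at the edge of the test. HLA-DRB1, a beta chain of MHC class II, stood at 21888 ± 5772 normalized counts in group 2a (n = 5) and 11512 ± 2374 in group 1 (n = 5; log2 fold change 0.91, SE 0.22). SYK, a kinase downstream of immune receptors, was at 1628 ± 333 against 954 ± 196 (0.77), and STAT6, the transcription factor of interleukin 4 signaling, at 1388 ± 89.2 against 1029.7 ± 57.3 (0.43). RPS6, a ribosomal protein, was at 27388 ± 4323 against 50476 ± 7429 (-0.88), and TYROBP, the adaptor DAP12 of myeloid cells, at 8055 ± 1905 against 12339 ± 1179 (-0.64). For these 5 genes the groups did not overlap and the adjusted p was 0.0551, so none was called.

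The only called probe was OAZ1, which limits polyamine synthesis and is itself a reference gene of the panel: it fell by 0.83, from 4769 ± 506 in group 1 to 2700.2 ± 507 in group 2a (SE 0.16, adjusted p = 0.0421). The Benjamini-Yekutieli adjustment called 0 probes. At an unadjusted p under 0.05 there were 114 probes, 31 higher and 83 lower in group 2a, where 40 would be expected by chance. Other splits of these 10 libraries had a median of 66 such probes. On the recovered counts edgeR called 0 and DESeq2 20 (7 higher, 13 lower). With scalings chosen after the data had been seen, edgeR with TMM factors called 7 (6 higher, 1 lower) and DESeq2 with its own size factors 19 (15 higher, 4 lower). The call of OAZ1 was lost without group 1 replicates 2, 3, 4 or 5 or group 2a replicates 4 or 5 (adjusted p from 0.0622 to 0.124 in these 6 fits), while 12 probes were called without group 2a replicate 2, 5 without group 1 replicate 1, 4 without group 2a replicate 3 and 2 without group 2a replicate 1. In simulated data of the same size limma recovered 17.9% of genes changed 1.5-fold, 47.8% of those changed 2-fold and 90.9% of those changed 4-fold. The simulation changed 200 of the 800 probes. With many changed genes the adjustment is less strict than where 1 probe is called, so these rates can overstate recovery in this comparison.

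Further genes were not called. SPP1, the matrix protein osteopontin made by macrophages, was at 2967 ± 2615 against 813 ± 1268 (2.29, SE 0.78, adjusted p = 0.2). CDKN1A, the cell cycle inhibitor p21, was at 949 ± 362 against 2571 ± 948 (-1.43, SE 0.38, adjusted p = 0.103). HIF1A, the transcription factor of the hypoxia response, was at 1456 ± 462 against 898 ± 148 (0.65, adjusted p = 0.107), and AKT1, a survival kinase, at 1437 ± 206 against 2008 ± 271 (-0.48, adjusted p = 0.107). CD1B, a lipid-presenting molecule, was at 14.1 ± 6.54 in group 1 and 1.31 ± 0.405 in group 2a, both below background. The invariant chain CD74 was at 40184 ± 9128 against 24782 ± 10539 (0.80, adjusted p = 0.216), and DLA-DRA, the alpha chain of class II, at 54794 ± 12263 against 43372 ± 14554 (0.37). The proteasome subunit PSMB9 had a log2 fold change of -0.62 (adjusted p = 0.204). Proliferation genes MKI67 (0.45) and PCNA (0.56) and the cytokine TNF (-0.68) were not called. Interleukins IL4 (14.8 ± 1.68 against 29.6 ± 9.26) and IL17A (28.7 ± 8.69 against 47.3 ± 8.17) lay near the background of 19.9 and 27.2.

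Of the B7 ligands, CD86 was at 4701 ± 1729 in group 2a and 4566 ± 799 in group 1 (-0.02, SE 0.24, with a sign that turned in 7 of 20 alternatives, and linear means in the other order) and CD80 at 622 ± 192 against 554 ± 209 (0.20, SE 0.26). ICOSLG was at 229 ± 106 against 144 ± 42.6 (0.60, adjusted p = 0.35) and CD276 at 108 ± 53.7 against 192 ± 76.1 (-0.87, adjusted p = 0.177), the only 1 of the 6 that was lower when adjusted over the list alone (adjusted p = 0.0319). CD274 (0.23) and PDCD1LG2 (0.05) were not called. The stage markers MRC1, the mannose receptor, and CDH1, E-cadherin of Langerhans cells, had log2 fold changes of -0.77 (adjusted p = 0.337) and -0.55 (adjusted p = 0.691).

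Camera called the interferon response list as higher in group 2a (15 of 17 genes positive, median 0.28, adjusted p = 0.0261), with MX1 and OAS2, antiviral effectors, at 0.74 and 0.53, and 0 of its 17 members called by limma over all probes or adjusted over the list alone. MX1 and OAS2 each changed sign in 1 of 20 alternatives, with lowest values of -0.66 and -0.03. With an estimated correlation the call was lost (adjusted p = 0.843 with an estimated correlation), fry called 0 lists, and the score difference of 0.35 had an exact permutation p of 0.524 (adjusted p = 0.964). The list was also not called with DV200 as a covariate, where MHC class II and proliferation were, or with background subtracted. It was not called without group 1 replicate 1 or 5 or without group 2a replicate 4 or 5, where 2, 1, 0 and 0 lists were called. Group 1 replicates 1 and 5 had the lowest interferon scores of their group (7.21 and 8.33) and also the lowest T cell marker scores (4.91 and 6.0), and without group 1 replicate 3 or 4 camera called T cell markers in addition. Apart from replicate 1, the interferon scores of group 1 ran from 8.33 to 9.535, and those of group 2a from 8.45 to 9.38. The score difference of 0.35 thus rests mainly on group 1 replicate 1. Whether the T cell content of the libraries explains the interferon call was not tested. MHC class II (median 0.18, 7 of 10 positive), cytokines (-0.36, 29 of 33 negative) and hypoxia and glycolysis (0.65, 3 of 3 positive) each had an adjusted p of 0.0605. The median of cytokines became -0.04 after quantile normalization. The mixed form of fry, which counts changes in either direction, passed for reference genes, which include OAZ1 (adjusted p = 0.003). It also passed for Toll-like receptors and NF-kappaB (mixed fry, adjusted p = 0.00516). Of the 16 genes of the reference list, 2 were lower and 0 higher in group 2a when adjusted over the list alone. The score of that list differed by -0.05. No list score passed its exact permutation test (0 of 27 after adjustment) on the deposited scale, after the median shift or after quantile normalization. With 252 splits this test could hardly pass. The reference gene list did not overlap between the groups and so had the smallest p possible, 0.00794, with an adjusted p of 0.214 (exact permutation test, deposited scale). These score tests therefore say little against a stage difference.

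Groups 3 and 2b were compared to ask whether the infiltrating lymphocytes change between stages 2 and 3. Here too punching is described only for stage 2, so stage and preparation cannot be told apart. B cell genes as a list were lower in group 3 (n = 5) than in group 2b (n = 6), and the T cell marker score differed by less than its SD. CR2, the complement receptor of mature B cells, fell by 2.36 on the log2 scale, from 1149 ± 453 to 312 ± 340 normalized counts (SE 0.47, adjusted p = 0.0495), and was the only called probe. Genes close behind it, CD79B at 147 ± 191 against 448 ± 168 (-2.33, SE 0.52) and MEF2C, a transcription factor of B cell survival, at 494 ± 343 against 1055 ± 239 (-1.29, SE 0.29), had an adjusted p of 0.0562 and were not called. The score of 18 T cell markers was 9.34 ± 0.27 in group 3 and 9.23 ± 0.28 in group 2b, a difference of 0.11 (exact permutation p = 0.483).

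The B and plasma cell list was lower in group 3 for 20 of its 22 genes, with a median of -1.18 (-1.16 after the median shift and -1.08 after quantile normalization). Camera gave an adjusted p of 1.33e-18, which became 0.0211 with an estimated correlation, and fry gave 0.01. Of the 22 members, 1 was called over all probes and 15 were lower when adjusted over the list alone. The list score was 7.59 ± 0.76 in group 3 and 8.79 ± 0.27 in group 2b, a difference of -1.21. Its exact permutation p was 0.0108, which after adjustment over the 27 lists was 0.292. The smallest p of this exact test with 462 splits is 0.00217, so 1 list alone could not pass the adjustment. Most group 2b libraries are pools, so their SD is not a spread between single dogs. The groups overlapped through group 3 replicate 3, whose score of 8.75 exceeded those of group 2b replicates 1, 2, 4 and 6. Without that library 18 probes were called, and without any other library of the 2 groups 0 were called.

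**Figure D4:**
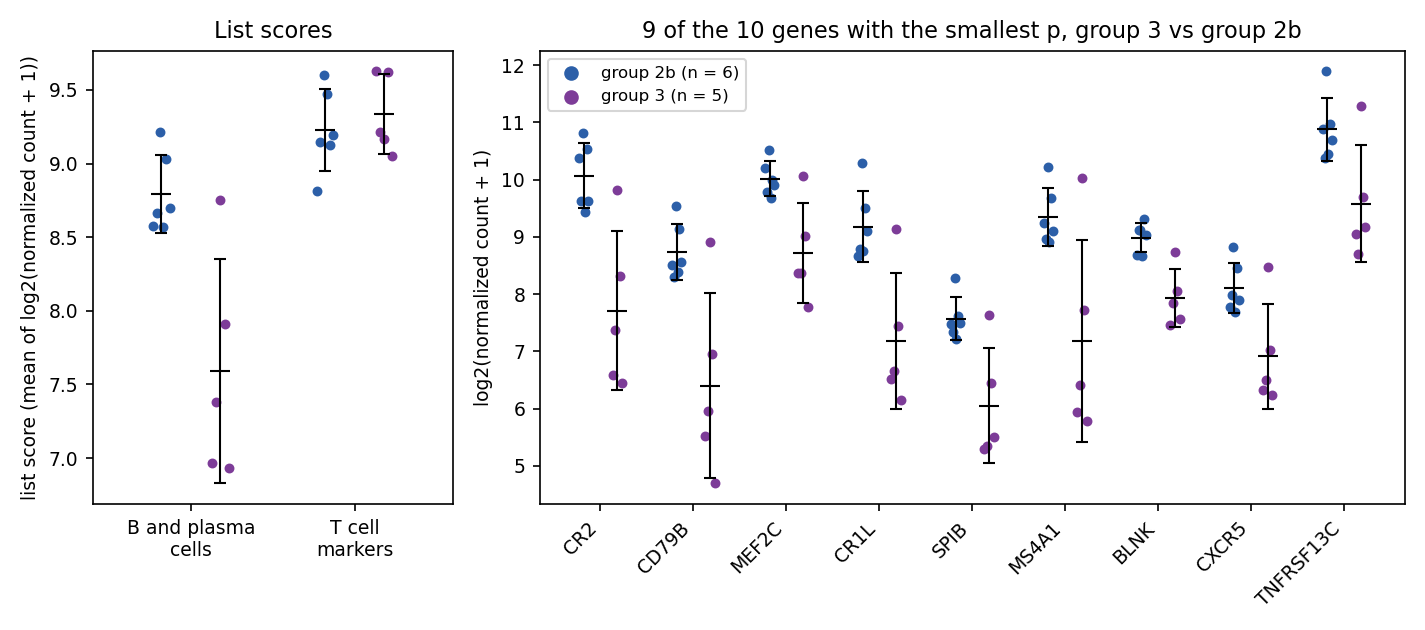
List scores of B and plasma cells and T cell markers (left) and log2 of the normalized count plus 1 of 9 of the 10 genes with the smallest p between groups 3 and 2b (right), with 1 point per library and bars for mean ± SD. The B cell score and the 9 genes are lower in group 3 on the deposited scale, after a shift to equal medians and after quantile normalization, apart from 1 library (replicate 3, score 8.75), and the T cell score differs by 0.11.

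Genes of B cell signaling and of follicles showed the same direction and were not called. SPIB, a transcription factor of B and plasmacytoid cells, was at 81.5 ± 68.4 against 196 ± 59.0 (-1.53), and MS4A1 at 290 ± 424 against 691 ± 274 (-2.18). BLNK, the linker of B cell receptor signals (-1.06), CXCR5, the receptor for CXCL13 (-1.19), and TNFRSF13C, the survival receptor for BAFF (-1.30), had an adjusted p of 0.127, as did SPIB and MS4A1. CR1L, related to complement receptor 1, was at 199 ± 206 against 632 ± 325 (-2.0, adjusted p = 0.0895). CXCL13 was at 2276 ± 2646 against 7329 ± 3576 (-2.47, SE 0.95, adjusted p = 0.485), and BTLA, an inhibitory receptor of B and T cells, at 176 ± 196 against 357 ± 145 (-1.46, adjusted p = 0.254). DLA-DOB was at 603 ± 396 against 1248 ± 643 (-1.11, adjusted p = 0.581) and CIITA, the master regulator of class II, at 2333 ± 595 against 3217 ± 191 (-0.49, adjusted p = 0.485). The MHC class II list had a median of -0.17 (8 of 10 negative, adjusted p = 0.151). C3 was at 1937 ± 1258 against 3536 ± 573 (-1.11, adjusted p = 0.687), and HIF1A at 1794 ± 221 against 2322 ± 108 (-0.38, adjusted p = 0.693).

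Several T cell and checkpoint genes other than BTLA had log2 differences of 0.64 or less in size and were not called. CTLA4 was at 1472 ± 688 in group 3 and 929 ± 379 in group 2b (0.64, SE 0.41, adjusted p = 0.94), PDCD1 at 377 ± 129 against 266 ± 50.5 (0.45), CD28 at 636 ± 104 against 564 ± 155 (0.21) and ICOS at 1736 ± 346 against 1564 ± 643 (0.23). KLRK1 was at 1697 ± 582 against 1171 ± 438 (0.55, adjusted p = 0.927), SH2D1A, the adaptor SAP, at 2227 ± 1200.2 against 1430 ± 557 (0.60), and TBX21, the transcription factor T-bet, at 169 ± 33.1 against 199 ± 32.5 (-0.23). CD86 (-0.11) and CD80 (-0.03) had an adjusted p of 0.999.

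Camera called the keratinocyte list as higher in group 3 (5 of 5 genes positive, median 0.57, adjusted p = 0.0122; adjusted p = 0.48 with an estimated correlation). The list was not called without group 2b replicate 3 or 4 or group 3 replicate 5, where 1 list remained, and without group 3 replicate 4 a list of MHC class II was called in addition (3 lists). KRT14, the keratin of basal epidermis, was at 1419 ± 1403 against 331 ± 425 (2.61, SE 1.13, adjusted p = 0.679), and TP63, its transcription factor, at 162 ± 57.4 against 92.0 ± 29.2 (0.81, adjusted p = 0.254). ITGA2, a collagen receptor, was at 36.6 ± 17.8 against 18.4 ± 5.32 (0.89, adjusted p = 0.154), near the background of 13.6. No member of the keratinocyte list was called over all probes (limma, 0 of 5), 1 was when adjusted over the list alone, and the score difference of 0.85 had an exact permutation p of 0.0693 (adjusted p = 0.599). Between groups 2a and 1 this list had 5 of 5 genes negative (median -0.27, camera, adjusted p = 0.43). Over all probes 50 had an unadjusted p under 0.05, 17 higher and 33 lower in group 3, where 40 would be expected by chance. Other splits of these 11 libraries had a median of 18 such probes. The Benjamini-Yekutieli adjustment, edgeR and DESeq2 each called 0 probes. In simulated data limma recovered 25.4% of genes changed 1.5-fold, 67.2% of those changed 2-fold and 90.9% of those changed 4-fold. Here too 200 of the 800 probes had been changed, against 1 called probe in the real data, so the rates can overstate recovery.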

Values the study reported

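The paper reports that 790 of the 800 genes on the nCounter panel were detected and that none of them was differentially expressed between groups 2a and 1 or between groups 3 and 2b. Its discussion names the Benjamini-Yekutieli adjustment for the nCounter tests, which is stricter than the Benjamini-Hochberg method used here. The paper also describes RNA sequencing of the same samples, a separate assay whose values are not used here. In that sequencing, 249 genes differed between groups 2a and 1, 58 of them lower and 191 higher in group 2a, and 16 genes differed between groups 3 and 2b, 9 lower and 7 higher in group 3. These were counted with DESeq2 over the whole transcriptome, at least 2-fold and at an adjusted p of at most 0.05, unlike the calls made here. In the sequencing data PC1 held 45% and PC2 15% of the variance. The areas of stage 2 were picked to hold 90% or more tumor cells for group 2a and 60% or more lymphocytes for group 2b.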

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

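The test of T cell markers against B cells and its SE from only the 2 groups compared, and the scalings with TMM factors and with the size factors of DESeq2, were chosen only after the results had been seen.

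B cell genes were lower in group 3 than in group 2b, with a B and plasma cell score difference of -1.21 (SE 0.27 pooled over the 4 groups, 0.33 from the 2 groups) in a list of 22 genes, of which CXCL13 is also a chemokine. DV200 as the whole cause is argued against, since the difference with DV200 as a covariate was -1.11 (SE 0.27), although CR2 was no longer called then, at -2.19 (SE 0.47, adjusted p = 0.14) against -2.36 (SE 0.47, adjusted p = 0.0495), since its adjusted p had been next to the limit and its fold came out smaller at the same SE. The RNA quality number (RQN) in the supplement of the paper was mostly higher in group 3 than in group 2b. It was not tested, so RNA quality as such stays open. Pooling of dogs cannot be told apart from stage: group 3 differed by -1.04 from the 2 libraries of group 2b with 1 dog and by -1.29 from the 4 pools (80.2%), but those 2 libraries, at 8.58 and 8.67, lay below the highest group 3 library at 8.75. The punching of stage 2 areas cannot be told apart from stage either. A loss of lymphocytes of every kind as the whole cause is argued against, since it would need a T cell marker difference of -0.60 or less and that difference was 0.11 with an SE of 0.17 from the 2 groups (0.45 when pooled with the tumor cell-rich groups, which would leave it open), and a change of the B cells with stage stays open as untested. Of 100 splits of the 11 libraries, 3 gave as many as the 1 called probe (highest other 17), below the share of 0.05 set beforehand. As 1 of several such counts, this does not exclude chance. For the 50 probes with an unadjusted p under 0.05 (8 of 100, highest other 76) and the 2 called lists (53 of 100, highest other 6) the share was above it. The call of CR2 is thus weak evidence by itself, as 0 probes were called when any library but group 3 replicate 3 was left out. A split with 17 calls, several times the real count, may point to a structure among the samples, which was not tested.

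Most of the 114 probes with an unadjusted p under 0.05 were lower in group 2a than in group 1 (72.8%). DV200 is argued against as the main cause, since its slope within groups accounted for -13.3% of the median difference (SD 11 over 100 draws with DV200 permuted). The RQN was mostly higher in group 2a than in group 1 and was not tested, so RNA quality as such stays open. Larger factors in group 1, which lift probes near background, cannot be told apart from a change in tumor cells: 35 of 36 probes with a mean under 100 were lower (97.2%), against 48 of 78 with a mean of at least 100 (61.5%, exact binomial 95% interval 49.8% to 72.3%), and that interval lies on both sides of the 60% set beforehand as the limit. Chance cannot be excluded for the 1 called probe (25 of 100 splits of the 10 libraries gave as many, highest other 53), for the 114 probes (15 of 100, highest other 155) or for the 1 called list (85 of 100, highest other 11). A split with 53 calls, many times the real count, may point to a structure among the samples, which was not tested. No biological explanation was tested beyond the stage itself, which cannot be told apart from the punching of stage 2 areas.

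Among the 310 probes called between groups 2b and 2a, 83.2% were higher in group 2b. After rescaling without UBB, the only reference gene called here, 270 of 313 called probes were higher (86.3%), a value set beforehand as speaking against the reference genes as the cause. That reading was wrong, because rescaling to the remaining reference genes cannot show a shift that all of them share, and scalings that do not rest on them gave 26.6% to 48.2%, with library medians that differ by 0.71 on the log2 scale. A shared shift of the reference genes and a true excess of higher genes in lymphocyte-enriched tissue, on a panel made up mainly of immune genes, therefore cannot be told apart. The RQN was lower in every group 2b sample than in every group 2a sample, and its part in this comparison was not tested. Chance is argued against for the 310 called probes. Of 100 splits drawn from the 462 of the 11 libraries, 1, the real one, gave as many (highest other 271). The other splits were not seen, so chance is not fully excluded. It cannot be excluded for the 4 called lists (28 of 100, highest other 7).

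Single libraries lay far from the others of their group in 23 of 327 values tested, by the gap to the nearest other library as a share of the range of the group. Chance gives about 1 in 20. Of the 23, 16 were of single genes (203 tested) and 7 of scores and other values (124 tested). Group 2b replicate 1, a library of 1 dog, had 4 of them: TBX21 (7.11 on the log2 scale, nearest other 7.63, share 0.730), PC1 (10.1, nearest 16.6, 0.721) and the scores of cytotoxic lymphocytes (8.13, nearest 8.79, 0.664) and of inhibitory receptors (8.26, nearest 8.54, 0.764), each the lowest of its group. In group 2b replicate 2, CD274 was high (10.17, nearest 9.16, 0.775) and CXCL13 low (10.96, nearest 12.59, 0.649). CD86 was low in group 2b replicate 3 (10.37, nearest 11.30, 0.757), FABP7 high in replicate 4 (3.76, nearest 1.19, 0.931) and IGHM high in replicate 5 (13.78, nearest 12.94, 0.626). The FABP7 values of group 2b all lay below the background of 13.6 normalized counts, so that gap can be noise of low counts.

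In group 1, replicate 1 was low in CD274 (5.72, nearest 7.51, share 0.821) and in the regulatory T cell score (5.67, nearest 6.63, 0.809), replicate 2 was high in SPP1 (11.59, nearest 8.35, 0.791), replicate 4 was low in DLA-DQB1 (4.94, nearest 12.45, 0.892) and replicate 5 was low in CDKN1A (10.03, nearest 11.31, 0.749). In group 2a, replicate 2 was high in DLA-79 (13.02, nearest 12.61, 0.818) and low in OAS2 (10.34, nearest 11.38, 0.724), replicate 3 was low in DLA88 (4.82, nearest 12.61, 0.885) and high in the endothelium score (8.39, nearest 7.46, 0.724), and replicate 5 was high in ICOS (9.96, nearest 8.36, 0.882) and in the T cell marker score (7.72, nearest 6.97, 0.726). In group 3, replicate 2 was high in TBX21 (7.84, nearest 7.34, 0.802), and replicate 3 was high in CIITA (11.72, nearest 11.15, 0.724) and low in the cytotoxic score (8.16, nearest 8.98, 0.770). The DLA88 and DLA-DQB1 values are near background in 1 library each, and these genes are polymorphic between dogs. Whether the probes miss an allele there was not tested.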

How the results depend on the processing

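Of the alternatives, edgeR with TMM factors, DESeq2 with its own size factors, fewer reference genes and subtraction of background were chosen after seeing the data. Between groups 2b and 2a the count of 310 called probes stayed within 1.5 times under all alternatives except 3. These were the Benjamini-Yekutieli adjustment (193), a minimum of 2-fold (199), both stricter by construction, and the 1-dog libraries of group 2b alone (123, fewer samples). The count was 257 to 304 when each replicate was left out. The probes and their direction changed more than the count. After the median shift 417 were called, of which 165 were among the 310, and 26.6% were higher against 83.2%. The 4 lists became 0 with an estimated correlation and 20 with fry, and 3 to 4 with each replicate left out. IL2 was called at 0.48 and reversed to -0.23 after the median shift, which by construction takes the same shift from every gene of a library. It also reversed to -0.196 after quantile normalization. Between groups 2a and 1 the count of 1 became 0 after the median shift, after quantile normalization, without a trend, with array weights, with Benjamini-Yekutieli, at 2-fold, with DV200, with the replicate number as a block and with edgeR, 5 after rescaling to the reference list, 6 without the lowest quartile of mean level (fewer probes tested), 20 with DESeq2, 7 with edgeR and TMM, 19 with DESeq2 and its own size factors and 3 with background subtracted. It was 0 to 12 with each replicate left out (12 without group 2a replicate 2), and a fit of only the 2 groups gave 1 probe, CD1B, with 0 shared. The 1 list became 0 with an estimated correlation, with fry and with background subtracted, 2 with DV200 (MHC class II and proliferation) and 2 after the median shift (interferon response and cytokines), and was 0 to 3 with each replicate left out. Between groups 3 and 2b the count of 1 became 0 with only the 2 groups fitted, a pseudocount of 0.5, no trend, robust estimation, Benjamini-Yekutieli, DV200, the replicate block, edgeR, DESeq2, the 1-dog libraries of group 2b (fewer samples), edgeR with TMM and DESeq2 with its own size factors, 6 with a pseudocount of 20, 4 without the lowest quartile, 4 with fewer reference genes and 25 with array weights. It was 0 to 18 with each replicate left out (18 without group 3 replicate 3), and background subtraction gave 1 probe with 0 shared. The 2 lists became 1 with an estimated correlation and with fry and were 1 to 3 with each replicate left out. B and plasma cells were among the called lists in all of these. Apart from the causes given in brackets or by construction, the cause was not tested. For 0 counts, probes with an unadjusted p under 0.05 by the same tool were 88 to 126 in groups 2a and 1 and 26 to 75 in groups 3 and 2b. Libraries of the same number in 2 groups had an r of deviations across probes, which are not independent, of -0.359 to 0.202; with the replicate number as a block 0, 0 and 265 probes and 1, 2 and 4 lists were called in groups 2a and 1, 3 and 2b, and 2b and 2a. The PC1 difference of 31.2 was 27.9 to 31.1 in 4 alternatives. With each replicate left out, DV200, group 2a minus group 1, was 4.29 to 6.09 and DV200, group 3 minus group 2b, was -2.13 to -0.98. Of 45 named called genes between groups 2b and 2a, 44 kept their sign in all 22 alternatives in which named genes were followed. Of the 45, 20 lost their call in at least 1 of these. Of 36 uncalled genes in groups 2a and 1, 9 changed sign and 9 were called somewhere among the 20 alternatives followed there. Of 27 in groups 3 and 2b, these were 1 and 10 among 22 alternatives. Named genes were not followed with edgeR, DESeq2 or array weights, which gave some of the highest counts of called probes. Signal over background limits 49 probes with a mean under 20, which include CD1B.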

Other observations

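The MHC class I probes had the following levels in the 4 groups. Levels of different probes are not compared, since they also depend on how well each probe captures its RNA. DLA88 averaged 5618 normalized counts in group 1, 7896 in group 2a, 19041 in group 2b and 18431 in group 3. DLA-64 averaged 1338, 1929, 4041 and 3924, and DLA-79 averaged 4522, 6553, 4077 and 4706. DLA-12 averaged 4504 ± 592, 4277 ± 1172, 5849 ± 1549 and 6447 ± 1336. These genes are similar in sequence, so their probes can bind RNA of each other and the levels are not fully separate. CD86 averaged 4566 in group 1, 4701 in group 2a, 2594 in group 2b and 2332 in group 3, and PDCD1 averaged 111, 121, 266 and 377.

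Of 13 genes used as background, a pair stood above the rest in the tumor cell-rich groups. FABP7 averaged 183 in group 1, 78.0 in group 2a, 3.04 in group 2b and 11.6 in group 3. HAMP, which encodes the iron hormone hepcidin and was chosen after its values were seen, averaged 72.1 in group 1, 183 in group 2a (SD 338, so that few libraries carry it), 26.7 in group 2b and 34.2 in group 3. The other background genes averaged between 6.1 and 37.6 in every group.

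The DV200 of group 3 replicate 5 in the labels differs from the value listed for the same sample in the supplement of the study, and the label was used. Without this library the DV200 difference between groups 3 and 2b was -0.98 points instead of -1.47, with the same sign. The same holds for group 3 replicate 4, whose label gives the same DV200. AIF1, a stage marker of earlier work, was not analyzed here.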
